A study of Mus musculus with 15 samples. Its data were reported in "Alzheimer's disease‐induced phagocytic microglia express a specific profile of coding and non‐coding RNAs" (2023).

How the data were processed

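Microglia were sorted as CD11b and CD45 positive cells from WT mice and 5xFAD mice injected with Methoxy-X04, and small RNA libraries with unique molecular identifiers (UMIs) were sequenced, 5 libraries per group and 15 in all. The authors assigned reads to miRNAs, piRNAs, tRNAs and other RNAs with the provider's analysis service and deposited read counts and UMI counts per entry, with a summary of read classes; the counts are not normalized. The submitters' processing notes name edgeR 3.24.3 and GRCm38. The deposited UMI counts hold no value between 1 and 9, and the smallest value above 0 was 10 in every table. Zeros made up 31.3% of the miRNA and piRNA table, 42.3% of the tRNA table and 61.0% of the table of other RNAs. Groups and ages came from the labels; the study's methods give other ages and group sizes, while a legend gives the TG mice the labelled age, and which are right could not be settled from the files.

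Each table was fitted separately with edgeR 4.0.16 (R 4.3.3): filterByExpr, TMM factors, 1 fit of all 15 libraries and the quasi-likelihood F-test, with Benjamini-Hochberg adjustment and calls at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.7, the threshold of the study's methods. The filter kept 1435 of 1994 miRNA and piRNA entries, 161 of 283 tRNAs and 479 of 1347 other RNAs. Standard errors are those implied by the test statistic, and levels are TMM-scaled CPM. Lists of miRNAs were tested with camera (limma 3.58.1) at a preset correlation of 0.01 and with an estimated one, and lists with fewer than 3 tested members were only counted. The 26 lists were written before the data were examined, but after the paper and the first entries of its list of changed miRNAs, which come from these same samples, had been read. Shares of reads were compared by two-sided exact permutation tests over 252 arrangements, adjusted over 12 classes. Transcript identifiers were named from the GENCODE vM21 annotation (1329 of 1361 matched). A fold against a group listed at 0 is a lower bound, with 9 UMIs assumed in each library listed at 0.

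Entries named in the text were fixed by rule: for each comparison the 10 largest rises and 10 largest falls among called miRNAs with a mean log2 CPM of at least 5, the 5 most abundant miRNAs, those the study names, up to 4 members of each list, and for tRNAs and other RNAs the 5 largest rises and falls. Alternatives, most of them fixed before the data were examined, were other scalings, DESeq2 1.42.0, a likelihood ratio test, other filters and thresholds, read counts, miRNA rows alone, 2 groups alone, a covariate for runs of neighbouring sample numbers (a grouping made here, not a labelled batch), the replicate block and leaving out each library. Entries of 10 or more UMIs in every library and the fits without WT replicates 4 and 5 were added after the data were seen. The labels give TG Me-X04+ and TG Me-X04− libraries of the same number the same mouse, so these are paired. The deviations of paired libraries from their group means correlated from -0.17 to 0.25, against -0.27 to 0.27 for unpaired ones. With the replicate block 152 miRNA and piRNA entries were called in that comparison. The 30 pairs of libraries within a group differed by more than sampling noise (chi-square per degree of freedom 4.60 to 25.5), so none was treated as a duplicate.

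The fits were tested on simulated counts with the real means, depths and dispersions and 200 changed miRNA and piRNA entries. A first criterion, a correlation of true and fitted fold changes above 0.8, was missed in 1 of the 9 simulations with the 10-UMI limit applied (0.781, TG Me-X04− vs WT), and was replaced after its result was seen by a criterion on median fitted fold changes without the limit. For TG Me-X04+ vs TG Me-X04−, a true log2 change of -2 had a median fitted value of -1.99 without the limit and -2.99 with it, while a true change of 2 was fitted at 2.01 in both. The limit therefore overstates large falls of entries with zeros; 134 of the 143 entries called in that comparison had no zero in any library. With the limit, 25.3% of entries changed by 1 and 60.5% of those changed by 2 were called, and 2.94% of calls were false (1162 entries run). For TG Me-X04− vs WT these were 31.7%, 65.1% and 4.76% (1184 entries), and for TG Me-X04+ vs WT 22.6%, 63.3% and 0 (1183 entries). The planted rises and falls were balanced and spread at random over all entries, unlike the real calls. These rates therefore do not carry over to calls that depend on the scaling. In addition to the planted list, camera called 1 unchanged list in 2 of the 3 simulations.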

Results

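Small RNAs were sequenced from microglia, the resident immune cells of the brain, sorted from wild-type (WT) mice and from 5xFAD transgenic (TG) mice, a model that deposits amyloid. The mice had received Methoxy-X04 (Me-X04), a dye that binds amyloid, so that TG microglia could be parted into cells that carried dyed amyloid (TG Me-X04+) and cells that did not (TG Me-X04−). Each of the 3 groups held 5 libraries, and each TG mouse gave 1 library of either kind. The labels give the WT mice an age of 2 months and the TG mice 6 months, so genotype and labelled age cannot be separated in any comparison with WT. Libraries held 21429882 to 26434297 reads. The counts of distinct molecules (UMIs) on miRNAs and piRNAs were 424536 to 1192832 in WT, 405351 to 682553 in TG Me-X04− and 240027 to 372998 in TG Me-X04+. Every value above 0 was at least 10 UMIs, so an entry listed at 0 had between 0 and 9.

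The first question was how much of each library was miRNA. miRNAs took 11.6% ± 2.56 of reads (SD, n = 5) in TG Me-X04+, 21.9% ± 3.50 in TG Me-X04− and 23.5% ± 4.14 in WT. The share was lower in TG Me-X04+ than in TG Me-X04− in 5 of 5 mice, by 10.3 points (two-sided exact permutation test, p = 0.00794, the smallest it can give; adjusted p = 0.0159 over 12 read classes). With the mouse as a block, an exact sign-flip test of 5 pairs cannot go below 0.0625, which is the value it gave. Reads that matched no reference took 20.8% ± 2.07 in TG Me-X04+ and 14.5% ± 2.91 in TG Me-X04− (exact permutation, adjusted p = 0.0159, higher in 5 of 5 mice). Reads too short to assign took 41.0% ± 7.0 and 30.7% ± 6.62, which did not pass (exact permutation, adjusted p = 0.0833). TG Me-X04− and WT did not differ in miRNA share by more than the spread between libraries (21.9% and 23.5%, exact permutation, adjusted p = 0.638). Against WT, the share in TG Me-X04+ was 11.9 points lower (exact permutation, adjusted p = 0.0159), a call that was lost with UMIs in place of reads (-6.98 points, adjusted p = 0.288) and with annotated classes as the denominator (-6.96 points, adjusted p = 0.578).

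**Figure D1:**
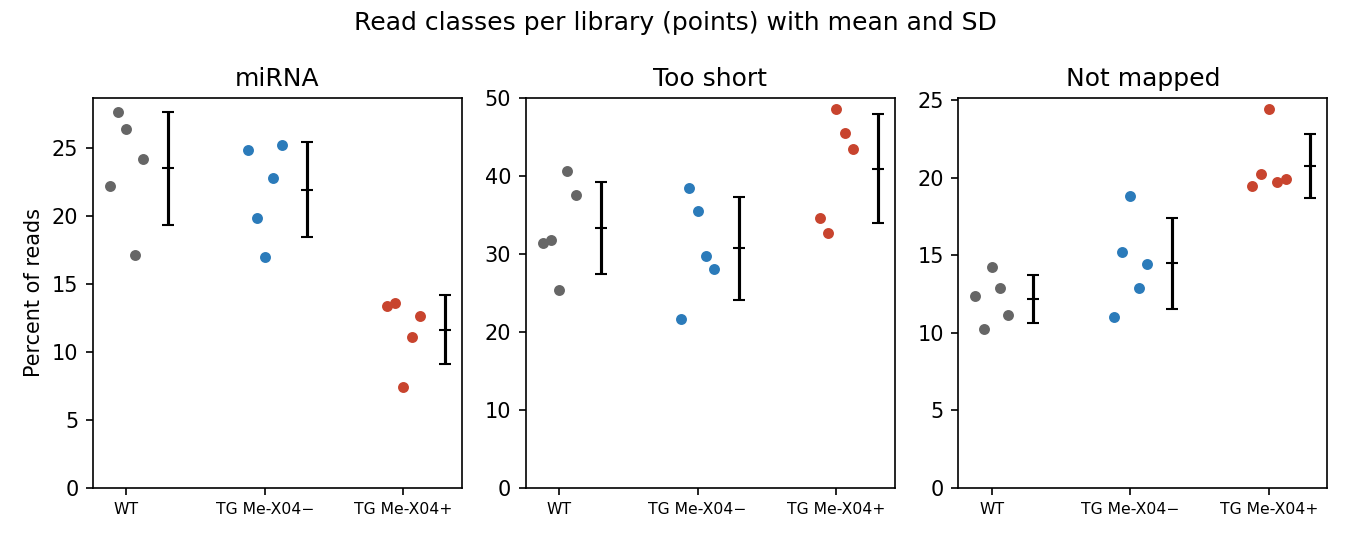
Percent of reads per library that were miRNA, too short, or not mapped, for WT, TG Me-X04− and TG Me-X04+ (points, 5 libraries each; black bars, mean and SD). The miRNA share averages 11.6% in TG Me-X04+ and 21.9% in TG Me-X04−.

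Phagocytic and non-phagocytic microglia of the same mice were compared next. miR-211-5p and miR-155-5p, the latter induced by inflammatory signals in macrophages, were higher in TG Me-X04+ than in TG Me-X04−. miR-211-5p rose by a log2 fold change of 1.94 (SE 0.46, adjusted p = 0.00724) and miR-155-5p by 1.22 (SE 0.30, adjusted p = 0.00892). miR-211-5p stood at 583 ± 200 CPM (a UMI count scaled by library size and TMM factor; SD, n = 5) against 152.2 ± 82.4, and miR-155-5p at 709 ± 288 against 303 ± 73.8. In the opposite direction, miR-322-5p fell by 2.67 on the log2 scale (SE 0.26, adjusted p = 1.8e-06), miR-455-3p fell by 2.35 and miR-30a-5p fell by 2.10. miR-146a-5p, a brake on inflammatory signalling and among the 5 most abundant miRNAs, fell by 1.92 (SE 0.29, adjusted p = 1.5e-04), from 110810 ± 27864 CPM to 29191 ± 6081 CPM. With library size in place of TMM factors, miR-211-5p was at 3.04, miR-155-5p at 2.16, miR-322-5p at -1.54, miR-455-3p at -1.24, miR-30a-5p at -1.0 and miR-146a-5p at -0.81, all still called. With raw read counts in place of UMIs the call of miR-211-5p was lost (2.08, adjusted p = 0.167).

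**Figure D2:**
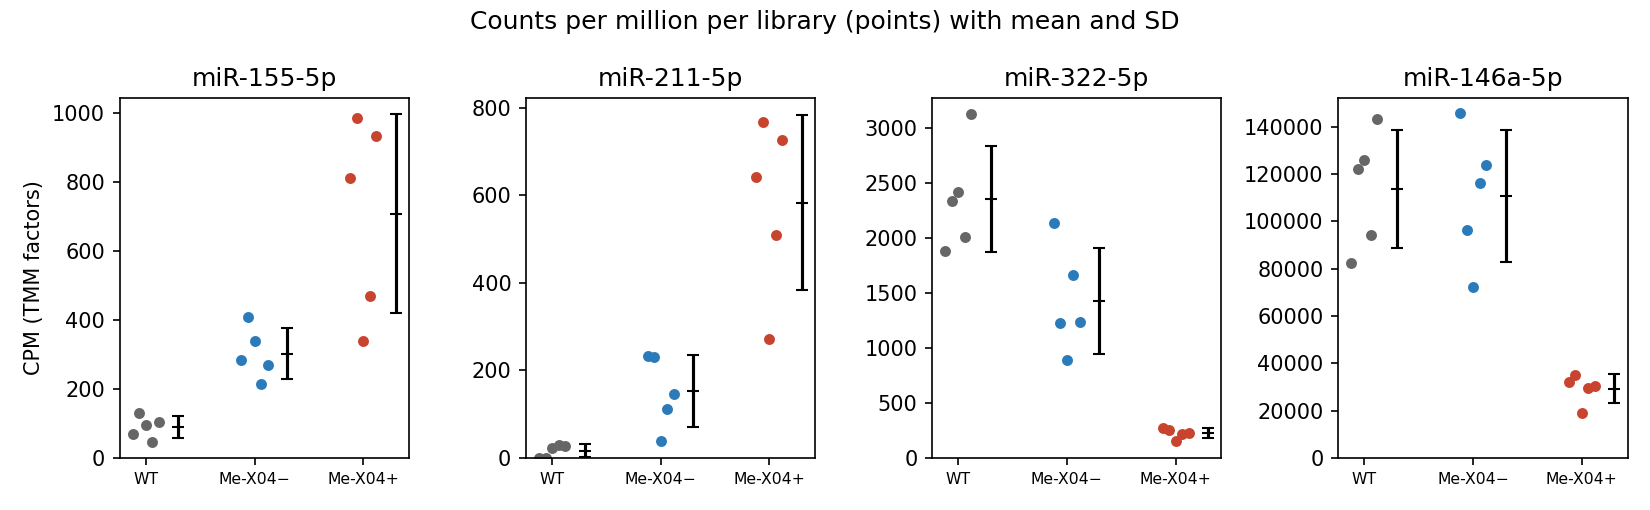
TMM-scaled CPM (vertical axis) of 4 miRNAs in each library of WT, TG Me-X04− and TG Me-X04+ (horizontal axis; points, 5 libraries per group; black bars, mean and SD). miR-155-5p averages 89.5, 303 and 709 CPM in the 3 groups, and miR-322-5p 225 CPM in TG Me-X04+.

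In all, 143 of 1435 miRNA and piRNA entries were called, 20 higher and 123 lower (86% lower; edgeR quasi-likelihood test, adjusted p under 0.05 and absolute log2 fold change of at least 0.7). The rises were 8 to 19 when each library was left out in turn, with 8 without TG Me-X04− replicate 1 and 8 without TG Me-X04+ replicate 3, and 36 with DESeq2, where 132 fell. Entries of 10 or more UMIs in every library gave 65 higher and 116 lower. The split depended on the scaling. Fold changes here are relative to TMM factors, which averaged 1.81 in TG Me-X04+ and 0.83 in TG Me-X04−. With library size alone, the median of all entries moved up by 1.12 and the calls became 484 higher and 16 lower. With the total of all RNA classes it moved up by 0.87 and the calls became 396 higher and 28 lower. When every library was thinned to 240027 UMIs and the 10-UMI limit was applied again, a median of 122 entries was called over 20 draws, 60 higher, of which 40 had every TG Me-X04− library at 0, and 63 lower (50.6% lower). Thinned without applying the limit again, 139 were called, 25 higher and 114 lower (82.2% lower, 77.3% to 87% over the draws). Under TMM, median-of-ratios, library size and all-class scaling alike, 34 entries kept their call and direction, 18 higher and 16 lower, and a median of 21 of them did so in the thinned draws, 8 higher and 13 lower. Library size and all-class scaling move the fold changes up, so this choice keeps rises more readily than falls. miR-322-5p, miR-455-3p, miR-30a-5p, miR-146a-5p and miR-211-5p were called in 20 of 20 thinned draws, and miR-155-5p in 19.

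**Figure D3:**
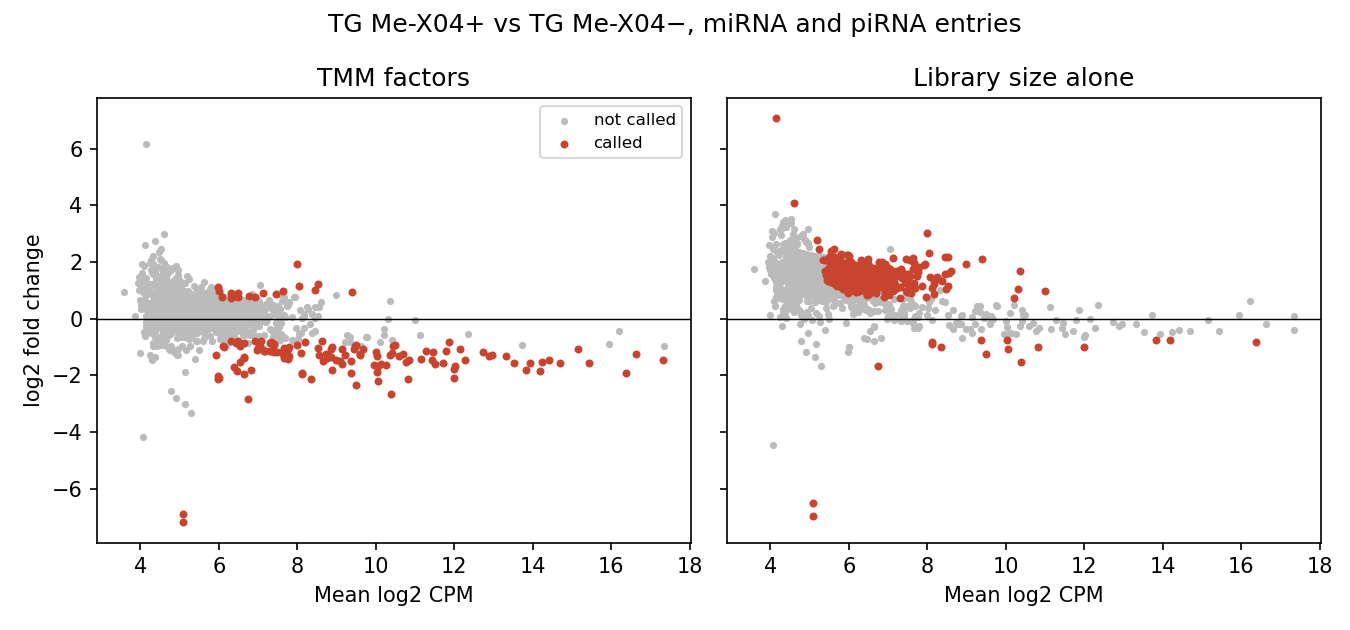
log2 fold change of each miRNA or piRNA entry in TG Me-X04+ against TG Me-X04− (vertical axis) by its mean log2 CPM (horizontal axis), with TMM factors (left) and library size alone (right); red points were called. With TMM factors 123 of 143 called entries lie below 0, and with library size 484 of 500 lie above it.

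Among the other rises were miR-290b-3p at 1.16, miR-6917-5p at 1.10 and miR-350-5p at 0.99 with TMM, which stood at 2.33, 2.23 and 2.12 with library size. The call of miR-290b-3p was lost without TG Me-X04+ replicate 1 (0.82, adjusted p = 0.0671), and after thinning miR-6917-5p was called in 1 of 20 draws, at a higher and more variable median of 2.81 (1.74 to 7.79), and miR-350-5p in 20. Among the other falls were miR-30a-3p at -2.19, miR-139-5p at -2.15, miR-181a-1-3p at -2.12, miR-223-3p at -1.92 and miR-351-5p at -1.91, and these 5 were also below 0 with library size, at -1.07, -1.0, -1.01, -0.82 and -0.76. Of the most abundant miRNAs, miR-16-5p fell by 1.47 and let-7f-5p fell by 1.25. With library size these 2 were at -0.41 and -0.20 and no longer called, and the call of let-7f-5p was lost without TG Me-X04− replicate 1 (-1.10) or TG Me-X04+ replicate 4 (-1.15). let-7c-5p had a log2 fold change of -0.97 (adjusted p = 0.0684) and let-7i-5p one of -0.43 (adjusted p = 0.71), neither called. With the mouse as a block let-7c-5p was called lower (adjusted p = 0.00327). With library size let-7i-5p was at 0.63 (adjusted p = 1.3e-04).

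The miRNA lists moved mostly downward on the TMM scale. They were fixed before the data were examined but with the first entries of the study's own list of changed miRNAs known, so they are not blind to its results on these samples. Camera sets the members of a list against all other entries, so a list is lower here relative to these. The called falls followed abundance. Of the 59 entries with a mean log2 CPM of 10 or more 46 fell, against 6 of 878 at 4 to 6. The 878 had a median of 13.8 UMIs in TG Me-X04− and 18.4 in TG Me-X04+. That is near the 10-UMI limit, so changes in them were harder to call in either direction. Their median log2 fold change was 0.26, against -1.32 in the 59. Camera was not matched for abundance, so a lower list cannot be told apart from this trend. Camera was run on those of the 26 lists with at least 3 tested members. It called 15, all lower (preset correlation 0.01), and 6 with an estimated correlation. Those 6 were the miR-30 family, with 5 of 5 members falling, the miR-15/16 family (4 of 6), the miR-17/92 clusters (6 of 10), the miR-322 and miR-503 cluster of the X chromosome (3 of 12), the myeloid-enriched list (4 of 5, among them miR-223-3p and miR-142a-3p at -1.47) and the mimic list. The mimic list holds 11 mature miRNAs written here from those the study selected and the mimics it used, with both arms of miR-140 and miR-532, since its text names different arms in different places. Adjusted over the list alone, these 6 counts were the same. All 11 of the mimic list fell, but the study selected its miRNAs on these samples, so this direction is not independent evidence, and 6 of the members are in other lists.

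Calls were lost with an estimated correlation for the let-7 family (4 of 10 fell), the miR-29 family (2 of 3), the miR-23/24/27 clusters (3 of 5), the miR-181 family (2 of 4), the miR-148 and miR-152 family (2 of 3), the miR-99, miR-100 and miR-125 clusters (3 of 5), the miR-532 and miR-188 cluster (3 of 9), the inflammation-linked list (of 14, 5 fell and miR-155-5p rose) and the neuron markers (of 8, 2 fell and miR-138-5p rose), with adjusted p from 0.0845 to 0.215. The call of miR-138-5p (0.79, adjusted p = 0.0368) was weak, lost in 9 of 23 alternatives (adjusted p up to 0.215) and made in 0 of 20 thinned draws. Its median over these draws was higher, at 1.57 (0.99 to 2.08). Adjusted over the list alone, 7 let-7 miRNAs fell, 3 of the miR-29 family, 4 of the miR-99, miR-100 and miR-125 clusters and 3 neuron markers, and the other counts were the same. With library size the medians of the let-7, miR-23/24/27, miR-181, miR-148 and miR-152, miR-99, miR-100 and miR-125, miR-322 and miR-503, miR-532 and miR-188, inflammation-linked and neuron lists lay above 0, and 8 lists were called. The neuron list was also lost with the mouse as a block (adjusted p = 0.136).

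The remaining lists were not called. Of the imprinted Dlk1-Dio3 cluster 1 of 27 members fell (miR-382-5p, -1.14; adjusted p of the list = 0.859), and of the Sfmbt2 intronic cluster none of 3 was called (0.0682). Markers of other cell types gave 1 fall of 3 for oligodendrocytes (miR-338-3p, -1.24; list 0.354) and no call among 4 endothelial and mural (0.463), 4 erythroid (0.344), 5 epithelial (0.953), 2 muscle and liver and 1 lymphocyte markers, the last 2 lists being too short for the test. The epithelial list had a median of 0.08 while the test's direction was down. No member was called among 2 of the miR-183 cluster or for the single hypoxia-induced miRNA, miR-210-3p (0.46, adjusted p = 0.549). Of the pair miR-204-5p and miR-211-5p the latter rose, and adjusted over the list alone miR-204-5p fell as well (-0.89, and 0.21 with library size). For the other lists in this paragraph the counts adjusted over the list alone were the same.

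tRNA-derived and other RNAs were tested apart. Of 161 tRNAs 21 were called, 6 higher and 15 lower (12 and 9 with library size, 11 and 9 with all classes), and the count was 13 without TG Me-X04− replicate 1, 11 without TG Me-X04− replicate 2 and 13 without TG Me-X04+ replicate 3. tRNA-Lys-TTT-1-2 rose by 1.18 (SE 0.24, adjusted p = 0.0049). Copies of a tRNA gene share sequence, so the gene copy is uncertain. The mitochondrial mt-Ti and mt-Te were listed at 0 in all 5 TG Me-X04+ libraries, where the tRNA depth was 5552 to 9050 UMIs against 8736 to 16438 in TG Me-X04−. Given hidden values of up to 9 UMIs, mt-Ti was at least 1.26-fold lower and mt-Te at least 1.04-fold lower.

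Of 479 other RNAs 56 were called, 40 higher and 16 lower, against 15 and 109 with library size and 32 and 37 with all classes. The count was 29 without TG Me-X04− replicate 1, 36 without TG Me-X04− replicate 5 and 25 without TG Me-X04+ replicate 3, and DESeq2 called 86. Mir155hg, the host transcript of miR-155-5p, rose by 2.50 (SE 0.53, adjusted p = 0.0052) and Gm26350 rose by 2.36. The annotated Mir155 precursor (GRCm38 chromosome 16, 84714140 to 84714204, plus strand) lies in an exon of Mir155hg, so their fragments cannot be told apart by position alone.

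Whether non-phagocytic TG microglia differ from WT microglia was asked next. Few entries were called: miR-211-5p rose by 3.08 (SE 0.56) and miR-155-5p by 1.76 (SE 0.32), each with an adjusted p of 0.0131, and no other entry was called among 1435 (edgeR and DESeq2 each called 2). miR-155-5p stood at 303 ± 73.8 CPM against 89.5 ± 32.7 in WT (n = 5), and miR-211-5p at 152.2 ± 82.4 against 16 ± 14.7, with 2 WT libraries listed at 0. Both directions held under the 4 scalings. The Mir211 precursor lies in an intron of Trpm1 (GRCm38 chromosome 7, 64205806 to 64205911, plus strand). Both calls were lost without TG Me-X04− replicate 1 (adjusted p = 0.0557 for miR-155-5p and 0.0595 for miR-211-5p) or replicate 2 (0.0543 for each), and that of miR-155-5p without WT replicate 1 (0.0533). That of miR-155-5p was also lost with runs of neighbouring sample numbers as a covariate (0.0663), and that of miR-211-5p with raw read counts (0.783). The abundant let-7c-5p, miR-16-5p, let-7f-5p, miR-146a-5p and let-7i-5p were at -0.03, -0.25, -0.23, -0.04 and 0.09, none called.

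At an unadjusted p under 0.05, 54 entries passed, 18 higher and 36 lower. With library size the median of all entries moved up by 0.23 and with all classes by 0.30. No tRNA was called by edgeR (5 at an unadjusted p under 0.05) or DESeq2 (0), although 1 was called without WT replicate 2. No other RNA was called by edgeR (51 at an unadjusted p under 0.05), whereas DESeq2 called 27, and edgeR 30 without WT replicate 1, 25 without WT replicate 2 and 26 without WT replicate 3. By camera 9 lists were lower, namely the miR-15/16, miR-17/92, miR-29, miR-30, miR-181, miR-148 and miR-152, miR-99, miR-100 and miR-125, and miR-322 and miR-503 lists and the mimic list. No single member of these lists was called. With library size 10 lists were called, 9 lower and the inflammation-linked list higher (adjusted p = 0.0289). That list was not called with TMM (0.172). With an estimated correlation none was called (adjusted p from 0.313 to 0.365 for these 9). Here too the median log2 fold change was lower in abundant entries. It was -0.27 in the 59 at a mean log2 CPM of 10 or more and 0.0905 in the 878 at 4 to 6. Adjusted over the list alone, 1 of 6 fell in the miR-15/16 family, miR-155-5p rose in the inflammation-linked list and miR-211-5p in its pair, 1 endothelial and mural marker rose and 1 fell, and no other list had a call. The myeloid-enriched list had a median of -0.12 and a mean of 0.08, and the erythroid list a median of 0.21 while the test's direction was down. miR-29a-3p of the mimic list was at -0.85 (adjusted p = 0.904) and miR-322-5p at -0.72 (adjusted p = 0.844).

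Phagocytic TG microglia were last compared with WT. miR-211-5p was higher by 5.02 (SE 0.56, adjusted p = 3.0e-06) and miR-155-5p by 2.98 (SE 0.32, adjusted p = 2.2e-06). Other rises included miR-290b-3p at 1.75 and miR-200c-5p at 1.39. miR-322-5p fell by 3.39 (SE 0.26, adjusted p = 4.1e-08), from 2353 ± 486 CPM to 225 ± 45.7, and its X chromosome neighbour miR-351-5p fell by 2.52. miR-455-3p fell by 2.92, miR-30a-5p by 2.56 and miR-29a-3p by 2.43, all also below 0 with library size. With library size miR-211-5p was at 6.29, miR-155-5p at 4.19 and miR-322-5p at -2.10. Of 1435 entries 221 were called, 53 higher and 168 lower (76% lower), and entries of 10 or more UMIs in every library gave 104 higher and 150 lower. With library size the median moved up by 1.36 and the calls were 644 higher and 28 lower, and with all classes it moved up by 1.17 and the calls were 616 higher and 45 lower. Under all 4 scalings 81 kept their call and direction, 53 higher and 28 lower. Library size and all classes moved the fold changes up, so mainly falls could lose their call. The split by direction therefore partly follows from this choice.

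Of the lists 16 were lower by camera and 8 with an estimated correlation. These 8 were the miR-15/16 (5 of 6 fell), miR-17/92 (6 of 10), miR-29 (3 of 3), miR-30 (5 of 5), miR-99, miR-100 and miR-125 (5 of 5), miR-322 and miR-503 (5 of 12) and myeloid-enriched (4 of 5) lists and the mimic list (11 of 11, not independent evidence). The let-7 (6 of 10), miR-23/24/27 (3 of 5), miR-181 (2 of 4), miR-148 and miR-152 (2 of 3), miR-532 and miR-188 (4 of 9), Sfmbt2 (1 of 3), inflammation-linked (of 14, 4 fell and miR-155-5p rose) and neuron (3 of 8) lists lost their calls, with estimated-correlation adjusted p from 0.0783 to 0.274. Adjusted over the list alone, 7 of the let-7 family, 6 of the miR-322 and miR-503 cluster and 2 of the Sfmbt2 cluster fell and miR-210-3p rose, and the other counts were the same. With library size the medians of the let-7, miR-181, miR-322 and miR-503, miR-532 and miR-188, Sfmbt2, inflammation-linked and neuron lists lay above 0. The called falls again followed abundance, with 48 of the 59 entries at a mean log2 CPM of 10 or more and 8 of 878 at 4 to 6. The 878 lie near the 10-UMI limit, with a median of 13 UMIs in WT, so changes in them were harder to call. Their median log2 fold change was 0.376, against -1.67 in the 59. Of the lists not called, the Dlk1-Dio3 cluster had 2 falls of 27, the oligodendrocyte markers 1 of 3, the erythroid markers 1 of 4 and the pair of miR-204-5p and miR-211-5p a fall and a rise, as did the 4 endothelial and mural markers. The endothelial and mural list had a median of -0.45 and a mean of 1.02, which is set by miR-145a-5p. That rise was weak, because all 5 WT libraries were listed at 0, it was at least 1.13-fold, and its call (adjusted p = 0.046) was lost in 14 of 21 alternatives. The Dlk1-Dio3 cluster had a median of 0.19 while the test's direction was down.

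Among the other RNAs 149 of 479 were called, 72 higher and 77 lower (50 and 114 with library size), and 50 without WT replicates 4 and 5, which were high in mRNA, rRNA and other RNA reads. Of 161 tRNAs 26 were called, 7 higher and 19 lower (17 and 12 with library size). tRNA-Cys-GCA-27-1 rose by 1.57 and tRNA-Ala-AGC-2-1 rose by 1.46, and mt-Te was at least 2.29-fold lower.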

Values the study reported

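The study reported 151 differentially expressed miRNAs between TG Me-X04+ and TG Me-X04− microglia, of which 118 were lower and 33 higher in the phagocytic cells (77% lower). It reported 2 miRNAs that were higher in TG Me-X04− microglia than in WT microglia, miR-155-5p and miR-211-5p.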

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

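The test of sequences outside annotated RNAs was chosen after the results of the comparisons were seen.

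Among 111 sets of 5 libraries compared within their group, 7 had 1 library far from the other 4, where about 5.55 would be so by chance. 3 of the 7 were levels in WT replicate 5: miR-29a-3p stood at 50814 CPM against 15883 to 23429 in the other WT libraries, miR-140-3p at 4453 CPM against 1550 to 2083, and miR-532-5p at 1495 CPM against 561 to 678. In TG Me-X04− replicate 1 miR-148b-3p stood at 1791 CPM against 808 to 1083, and in TG Me-X04− replicate 5 ribosomal RNA took 0.116% of reads against 0.0943% to 0.0967%. In TG Me-X04+ replicate 3 piRNAs took 2.56% of the UMIs of the miRNA and piRNA table against 1.83% to 2.00%, and reads that matched no reference took 24.4% of reads against 19.5% to 20.3%. The number found is close to the number that chance gives, and no explanation was tested for any of them.

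Sequences that mapped to the genome outside annotated RNAs were used in none of the comparisons above. Of 1971 such sequences 998 were tested between TG Me-X04+ and TG Me-X04− in the same way as the annotated RNAs, and 58 were called, 2 higher and 56 lower (1 and 53 with library size). With the total of all RNA classes the direction changed, to 51 higher and 19 lower. In 24 of the 58 a whole group was listed at 0. Between TG Me-X04− and WT edgeR called 0 (39 at an unadjusted p under 0.05, and no other tool was run), and between TG Me-X04+ and WT 71, 5 higher and 66 lower (5 and 61 with library size, 139 and 33 with the total of all RNA classes), where in 28 of the 71 a whole group was listed at 0. No biological explanation was tested.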

How the results depend on the processing

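The 2 tests chosen after the data were seen were those on entries of 10 or more UMIs in every library and those without WT replicates 4 and 5. The call counts of miRNAs and piRNAs between the TG groups and between TG Me-X04+ and WT stayed within 1.5 times of 143 and 221 with DESeq2, median-of-ratios factors, a likelihood ratio test, no fold limit, the other filters, raw read counts, the number runs as a covariate, miRNAs alone and 2 groups alone. Their direction moved more, the rises from 20 and 53 to 36 and 73 with DESeq2, to 13 and 37 with raw read counts and to 65 and 104 with entries of 10 or more UMIs in every library. The scalings changed the counts. With library size alone the counts were 500 (36 of them among the 143) and 672 (81 among the 221), and with all RNA classes 424 (48) and 661 (97). The cause was not tested here. At an adjusted p under 0.01 and a fold limit of 1 the counts were 80, 0 and 137 for TG Me-X04+ vs TG Me-X04−, TG Me-X04− vs WT and TG Me-X04+ vs WT, since that limit is stricter.

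Between TG Me-X04− and WT the 2 calls became 4 with no filter, and 1 with raw read counts, with the number runs as a covariate, with the replicate block and with entries of 10 or more UMIs in every library. Without WT replicates 4 and 5 the adjusted p of miR-155-5p was 0.0814.

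For tRNAs, entries of 10 or more UMIs in every library gave 13 (TG Me-X04+ vs TG Me-X04−) and 14 (TG Me-X04+ vs WT) calls from fewer entries, the replicate block gave 15 for TG Me-X04+ vs WT, and no filter gave 1 for TG Me-X04− vs WT. For other RNAs between the TG groups the count was 124 with library size and 86 with DESeq2. For TG Me-X04− vs WT it was 2 with library size, 27 with DESeq2, 33 with no filter and 2 without WT replicates 4 and 5. For TG Me-X04+ vs WT it was 51 with the replicate block, 64 with entries of 10 or more UMIs in every library and 50 without WT replicates 4 and 5. The cause was not tested where no smaller number of entries or samples gives it.

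Lists called by camera were 15, 9 and 16 in the 3 comparisons. With an estimated correlation they were 6, 0 and 8, and with library size 8, 10 and 9, all lower than the other entries except the inflammation-linked list, which was higher for TG Me-X04− vs WT (adjusted p = 0.0289). Lower here is relative, as the called miR-322 and miR-503 list had a median above 0 with library size, 0.657 between the TG groups and 0.717 for TG Me-X04+ vs WT. The miRNA share of reads between the TG groups was -10.3 points with the replicate block and lost its call (adjusted p = 0.0938), because 5 pairs allow no unadjusted p under 0.0625. Against WT it was -6.98 with UMIs in place of reads, -6.96 with annotated classes as the denominator and -11.9 with the block (0.0938). The mouse as a block changed no other count of the TG groups by more than 1.5 times, and of the named entries between the TG groups 8 lost a call (miR-292a-5p, miR-7037-5p, miR-15b-5p, 2 transcripts of 9530059O14Rik, 2700033N17Rik, Gm26880 and Snora69) and let-7c-5p gained one (-1.06, adjusted p = 0.00327). WT and TG libraries share only a number, and their deviations correlated from -0.135 to -0.0061 (TG Me-X04− vs WT, best with their own number in 0 of 5) and from -0.142 to 0.159 (TG Me-X04+ vs WT, 2 of 5), so they were not treated as pairs and their block values stand here only.

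Some named miRNAs changed sign with library size alone. Among those called under TMM or under library size, the log2 fold changes that moved above 0 for TG Me-X04+ vs TG Me-X04− were miR-140-5p 0.14, miR-15b-5p 0.046, miR-24-3p 0.0014, miR-152-3p 0.13, miR-99b-5p 0.11, miR-501-3p 0.042, miR-34a-5p 0.17 and miR-218-5p 0.21. For TG Me-X04+ vs WT they were let-7c-5p 0.19, let-7i-5p 0.87, miR-532-3p 0.032, let-7b-5p 0.050, miR-15b-5p 0.10, miR-503-5p 0.38, miR-501-5p 0.17, miR-127-3p 0.15, miR-382-5p 0.22, miR-669c-5p 0.33, miR-187-3p 0.28, miR-218-5p 0.37, miR-486b-5p 0.48, miR-150-5p 1.18 and miR-200c-3p 0.78. Of those called under neither, 7 more moved above 0 for TG Me-X04+ vs TG Me-X04−, among them let-7i-5p at 0.63 (adjusted p = 1.3e-04, under the fold limit), and 4 for TG Me-X04− vs WT. With all RNA classes 10 of the 15 for TG Me-X04+ vs WT stayed reversed and were called under TMM or all classes, namely let-7c-5p 0.039, let-7i-5p 0.73, miR-503-5p 0.19, miR-127-3p 0.018, miR-382-5p 0.074, miR-669c-5p 0.16, miR-187-3p 0.13, miR-218-5p 0.19, miR-486b-5p 0.29 and miR-150-5p 0.95. With all RNA classes miR-200c-3p was also above 0 (0.59, adjusted p = 0.0371, under the fold limit), but was called under neither. Of these 15 miRNAs, 3 had an adjusted p under 0.05 with library size, let-7i-5p, miR-150-5p and miR-200c-3p. The reversal follows from the shift of the median of all entries by 1.12 and 1.36.

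Leaving out each library in turn gave 104 to 165 miRNA and piRNA calls between the TG groups (8 to 19 of them rises), 0 to 2 between TG Me-X04− and WT and 191 to 219 between TG Me-X04+ and WT. For tRNAs the ranges were 11 to 28, 0 to 1 and 20 to 30, for other RNAs 25 to 74, 0 to 30 and 124 to 170, and for the miRNA share -11.5 to -9.22, -3.18 to -0.34 and -13.5 to -10.8 points. The 2 calls between TG Me-X04− and WT became 0 without TG Me-X04− replicate 1 or 2 and 1 without WT replicate 1. Depth limits what a listed 0 means, since values of 1 to 9 UMIs are not listed.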

Other observations

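The tests chosen after their results were seen were those on scaling, on the entries called under all 4 scalings, on the fraction of the way between groups and on WT libraries held out of it, on thinning without the limit, on named miRNAs after thinning, on abundance, on the kinds of other RNA and on other splits of the samples. The tests on depth with the 10-UMI limit and on too-short reads were chosen before.

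The first pattern is that 86% of the called miRNA and piRNA entries were lower in TG Me-X04+ than in TG Me-X04−. With the share of too-short reads as a covariate 51 entries were called in place of 143, 45 of them lower. The 123 entries called lower without it had a median log2 fold change of -1.02 with it against -1.31 (median SE 0.289). They were chosen as lower in these same data, which favours that result. The share of too-short reads also differed between the groups (41.0% in TG Me-X04+ and 30.7% in TG Me-X04−), so it overlaps with the comparison. This test therefore cannot decide whether that share is the cause of the direction, and most falls lost their call with it. Thinning to 240027 UMIs without applying the 10-UMI limit again left 82.2% lower (77.3% to 87% over 20 draws). This cannot argue against unequal depth, because thinning keeps the expected proportions and began from counts that already held the limit. TMM scaling stays open, because library size shifts the median of all entries up by 1.12 and so sets the percent lower (3.2%) by itself. The limit stays open too, because applying it again to the thinned counts (50.6% lower, 46.4% to 55.8%) made new rises, 40 of about 60 with every TG Me-X04− library at 0. Entries of 10 or more UMIs in every library gave 65 higher and 116 lower. That fit took its TMM factors from these entries alone, so it cannot part the limit from the scaling and the choice of entries. A biological loss of abundant miRNAs in amyloid-bearing microglia also stays open, with a median log2 fold change of -1.32 with TMM and -0.264 with library size in the 59 most abundant entries.

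The second pattern is the 34 entries called in 1 direction under all 4 scalings between the TG groups, 18 higher and 16 lower, a choice that leaves no scaling among these 4 to account for them. That choice also favours rises, since library size and all-class scaling move the fold changes up. Depth and the 10-UMI limit stay open, since a median of 21 of the 34 were called in the same direction over the 20 thinned draws (20 to 23), 8 of the higher and 13 of the lower entries. Of the miRNAs named, miR-211-5p, miR-322-5p, miR-455-3p, miR-30a-5p and miR-146a-5p were called in 20 of 20 draws and miR-155-5p in 19. Of the 11 miRNAs of the mimic list, 8 were called in 20 draws, miR-7a-5p in 19, and miR-140-5p and miR-532-3p in 0. The calls in these draws used TMM factors, so they do not test the scaling. The median log2 fold change of the mimic list was -1.32 with TMM, -0.264 with library size and -0.467 with all classes. Of its members, only miR-146a-5p kept its call in all 23 alternatives. miR-7a-5p was at -1.29 with TMM and between -1.50 and -0.145 over these alternatives. An effect of amyloid uptake, which these entries may reflect, was not tested by the design, because uptake and the sort gate coincide.

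The third pattern is that TG Me-X04− lay between WT and TG Me-X04+ in the entries called between these 2 under all 4 scalings. The median fraction of the way from WT to TG Me-X04+ was 0.302 for 53 higher and 0.353 for 28 lower entries with TMM, a difference of -0.0506 (-0.147 to 0.0084 without each library), and 0.117 and 0.455 with library size, a difference of -0.338. Noise of the WT libraries stays open as its cause, because the entries were chosen with these libraries. With 2 of them held out of the choice and of the denominator, over 10 splits the fraction was 0.0389 to 0.314 for higher and 0.102 to 0.646 for lower entries with TMM, and the held-out WT libraries themselves, where nothing changed, reached 0.345 and 0.359. With library size it was 0.0398 to 0.128 for higher and 0.203 to 0.459 for lower entries, and the held-out WT libraries reached 0.121 and 0.291. WT noise, Me-X04+ cells in the Me-X04− gate, the labelled age difference and a real intermediate state therefore cannot be told apart.

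Other splits of the 10 libraries of each comparison were fitted in the same way, 100 of the 126 possible. Between TG Me-X04+ and TG Me-X04−, over splits that ignore the pairing by mouse, 1 of 100 was as large for miRNAs and piRNAs (143, highest other 89), tRNAs (21 against 8), other RNAs (56 against 16) and the entries called under all 4 scalings (34 against 6), and 6 of 100 for the lists (15 against 16), where chance cannot be excluded. Only 16 splits part all 5 pairs, too few for a share under 0.05. The highest values among the 10 others of these that were drawn were 2, 3, 0, 0 and 14 in that order, and the split with 89 parts 3 of the pairs. Between TG Me-X04− and WT 2 of 100 were as large for miRNAs and piRNAs (2 against 4). For the entries called under all 4 scalings 1 of 100 was as large (2 against 1), and for lists 14 of 100 (9 against 14). Chance cannot be excluded for these. Another split gave more miRNA and piRNA calls, and both real calls were lost without TG Me-X04− replicate 1 or 2. For tRNAs and other RNAs there the real count was 0, so that 100 of 100 splits are as large whatever the data and nothing is tested (highest others 4 and 1). Between TG Me-X04+ and WT 1 of 100, the real split itself, was as large for miRNAs and piRNAs (221 against 2) and tRNAs (26 against 3). The same held for other RNAs (149 against 54) and the entries called under all 4 scalings (81 against 1). For the lists 3 of 100 were as large (16 against 16), so chance cannot be excluded there.

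The composition of the other RNAs also differed. As a percent of the UMIs of that table, small nucleolar RNAs took 11.2% ± 3.61 in TG Me-X04+ and 23.2% ± 4.51 in TG Me-X04− (SD, n = 5, exact permutation, adjusted p = 0.0106 over 8 kinds, lower in 5 of 5 mice). Small nuclear RNAs took 1.92% ± 0.478 and 3.46% ± 0.469 (exact permutation, 0.0106, lower in 5 of 5), and long intergenic RNAs 8.26% ± 1.41 and 4.86% ± 1.15 (exact permutation, 0.0106, higher in 5 of 5). RNAs without a name in the annotation took 70.3% and 59.6%, so the shares are not independent of each other. Mitochondrial tRNAs took 2.92% ± 0.73 of tRNA UMIs in TG Me-X04+, 8.34% ± 3.64 in TG Me-X04− (exact permutation, 0.0238, lower in 5 of 5) and 12.6% ± 6.64 in WT. These permutation tests ignore the pairing by mouse, under which a sign-flip test of 5 pairs cannot go below 0.0625. Chosen after their values were seen, mt-Ts2 fell by 1.83 (adjusted p = 0.0049) and mt-Tm fell by 1.31 (0.0132) on the log2 scale in TG Me-X04+ against TG Me-X04−, and neither was listed at 0 in any library.

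Between the TG groups the 143 calls at an adjusted p under 0.05 and a log2 fold limit of 0.7 were 20 rises and 123 falls (36 and 132 with DESeq2), with miRNAs alone 127 calls were 20 rises and 107 falls, and at 0.01 and 1 there were 80 calls, 3 rises and 77 falls, where TG Me-X04− vs WT had 0 calls. Set beside the values quoted from the study above, whose text states both pairs of limits, the rises at the first pair are fewer with edgeR and more with DESeq2, the falls are more with piRNAs and fewer without, and all counts at the second pair are lower. The comparison is loose, because the study speaks of miRNAs, whereas the entries here include piRNAs, and because its text gives other group sizes than the labels.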
